A study of Danio rerio with 2 samples. Its data were reported in "The dynamics and functional impact of tRNA repertoires during early embryogenesis in zebrafish" (2024).

How the data were processed

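Ribosome profiling sequences the short mRNA fragments that translating ribosomes protect from nuclease. Zebrafish (Danio rerio) embryos of the TLAB strain were collected at the sphere stage (a late blastula, 4 hours post fertilisation, hpf) and at the bud stage (the end of gastrulation, 10 hpf). Each stage was represented by 1 library made from 200 embryos lysed in the presence of 100 µg/ml cycloheximide and 100 µg/ml tigecycline, drugs that hold ribosomes in place during lysis. Stages were taken from the sample labels.

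The authors removed adapters with Cutadapt, discarded ribosomal RNA reads with Bowtie and aligned the remainder to the zebrafish genome with STAR, keeping uniquely aligned reads. The deposited footprint values are TPM, a length-corrected share of footprints per principal coding transcript. They are scaled to a sum of 1000000 in each library, so they do not give the sequencing depth. The tool that converted footprints into TPM was not stated. The effect of unique alignment on near-identical genes was not tested.

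The authors assigned the ribosomal A site (the position where the next codon is decoded) within footprints using Scikit-ribo. They estimated relative codon dwell times with its generalised linear model, which takes matched RNA-seq as input, and omitted its RNA folding terms. The estimates used only footprints with lengths at the peak of the length distribution. The deposited dwell times are ratios on a linear scale with values around 1, without standard errors. A relative scale cannot show a change in speed common to all codons. The same deposited table lists the fraction of tRNA reads assigned to each anticodon at both stages. The authors obtained these tRNA proportions with mim-tRNAseq, a method that sequences tRNAs in spite of their modifications, in libraries outside those analysed here. Each proportion is a single authors' value per stage and is repeated for every codon read by that anticodon. The table holds 61 sense codons with dwell times and 1 initiator entry with tRNA proportions alone, which was left out. Codons are written here with U in place of T.

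Depth was examined through the steps of the TPM values. Where whole footprints are counted, the bud to sphere TPM ratio of a transcript is a fraction of whole numbers multiplied by the relative worth of 1 footprint in both libraries. Over 1193 transcripts above 0 in both libraries and below 0.5 TPM in sphere, the worth of 1 bud footprint was 0.275 of that of 1 sphere footprint of the same transcript. With this value, 39.9% of the ratios were whole numbers. Over 200 values moved at random the highest share was 2.01%. The 231 transcripts whose ratio equalled this step, and thus had equal numbers of footprints in both libraries, had a median of 0.665 TPM in sphere and 0.183 TPM in bud. At such transcripts 1 footprint was worth at most those values, so sphere values near 1 TPM can rest on very few footprints. These steps depend on the sum of length-scaled footprints and are not the ratio of read totals.

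Dwell times were compared across codons by Pearson's r and Spearman's rho, by the standard deviation (SD) of their log2 values and by log2(bud/sphere) per codon. Intervals are 95% percentile intervals from 10000 bootstrap resamples of codons, or 1000 resamples of transcripts. Wobble decoding was examined in the 16 pairs of U-ending and C-ending codons read by 1 anticodon. In 8 of these pairs the anticodon starts with G and in the other 8 with A, which is modified to inosine. The U-ending codon was counted as the wobble codon, and the median log2 ratio was set against 10000 random swaps within pairs. Codons ending in G or C were compared with those ending in A or U by the difference in median log2 dwell time, with 10000 random relabellings. Dwell times were related to inverse tRNA proportions, the scale used in the study, and the linear difference in dwell time (bud minus sphere) to the log2 ratio of tRNA proportions. The relations with tRNA were chosen after the contents of the table had been seen.

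Footprint abundance was compared as log2(TPM + 1) for transcripts with a mean of at least 1 TPM over both libraries. A transcript was counted as changed at a 4-fold difference on this scale, which understates the change of low transcripts. TPM are not counts, so no count model was used. Each stage had 1 library, so no difference between stages has a replicate check and no p-value was computed for a difference between stages. The 3 relations with tRNA were given two-sided permutation values across codons, with Benjamini-Hochberg adjustment. Codons and transcripts are not independent replicates, and intervals and permutations over them describe these libraries alone. Intervals do not include variation between embryo pools.

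Choices made before the data were examined were the comparisons above other than those with tRNA, their alternatives and the rule for named items. The named codons were the 5 highest and 5 lowest by mean dwell time, the 3 largest changes each way, and CCG and GCG. Named transcripts were at most 2 each way, with the largest log2 ratios among those with at least 10 TPM in at least 1 library. Others were named after their values were seen, and this is stated. Alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 10 TPM, median centring, rescaling without the 100 most abundant transcripts of either library, log2 or recentred dwell times, trimming of 3 codons at each end, and comparison within amino acids.

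Transcripts carry Ensembl transcript identifiers. None of the 24573 identifiers matched the gene name tables at hand (0 matched), so no gene names are given. Planned comparisons of preset gene lists were therefore not made, and those that need coding sequences (decoding rates of transcripts, footprint-weighted codon usage) were not made because no coding sequences were used here.

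The procedures were tested on simulated data. Of 200 transcripts changed in simulation, 200 were recovered at the 4-fold threshold. Of 11559 unchanged transcripts, 84 passed it, with 11759 transcripts tested. The planted changes were well above 4-fold and lay in transcripts of higher sphere TPM, so their recovery says little about low transcripts. Unchanged transcripts differed by random sampling of footprints alone, without variation between embryo pools. These shares are therefore not error rates for the counts in the data. A simulated footprint step was recovered to the digits given (0.354 for 0.354, over 460 transcripts). Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.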

Results

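The data comprised ribosome footprints from zebrafish embryos collected at sphere stage, 4 hpf, or at bud stage, 10 hpf, with 1 library per stage and no replicates. The measurements were relative A-site dwell times for 61 sense codons and footprint TPM for 24573 principal transcripts. Both stages also had tRNA proportions per anticodon from the authors. In sphere, 14750 transcripts had a value above 0, and in bud 17891 did. The number of transcripts with at least 1 TPM was 11997 in sphere and 12942 in bud. The sequencing depth cannot be read from TPM, but the study reports more reads aligned to principal coding transcripts for bud than for sphere. The steps between low values showed that 1 footprint in bud was worth 0.275 of the TPM of 1 footprint in sphere for the same transcript, so low values were resolved more finely in bud.

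To ask whether codons are decoded at different relative speeds before and after gastrulation, dwell times were compared between stages. They ranged from 0.852 to 1.36 in sphere and from 0.831 to 1.35 in bud. The slowest codon was thus 1.60-fold above the fastest in sphere and 1.63-fold in bud. Dwell times correlated between the stages across codons (Pearson's r = 0.951, 95% bootstrap interval 0.924 to 0.972; Spearman's rho = 0.933). None of the 10000 permutations of codon labels gave as high a value (0 permutations), and the highest permuted r was 0.456. The alternative that moved this value most was leaving out the 3 slowest and 3 fastest codons, with r = 0.935 over 55 codons. Within amino acids, the deviations of synonymous codons from their mean gave r = 0.965. Of the 10 slowest codons at each stage, 9 were shared.

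The slowest codon by the mean of both libraries was Leu-CUA, with a dwell time of 1.33 in sphere and 1.35 in bud. It was followed by Ser-UCG (1.35 and 1.33), Arg-CGG (1.36 and 1.24), Pro-CCG (1.26 and 1.30) and Arg-CGA (1.31 and 1.21). The fastest codon was Val-GUU, at 0.852 in sphere and 0.831 in bud. The next fastest were Thr-ACC (0.859 and 0.853), Ile-AUU (0.870 and 0.869), Val-GUC (0.863 and 0.878) and Ile-AUC (0.902 and 0.858). Ala-GCG, which the study also singles out, had a dwell time of 1.16 in sphere and 1.24 in bud and ranked 11 and 5 among the slowest codons of those stages.

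**Figure D1:**
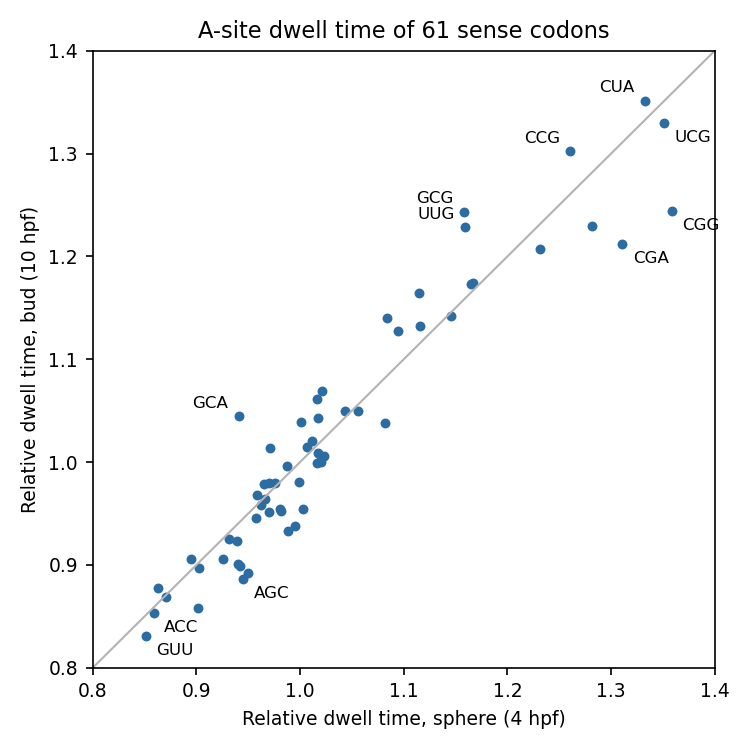
Relative A-site dwell times of 61 sense codons in the sphere library (x axis) and the bud library (y axis), both as ratios on a linear scale, 1 point per codon, with the line of equal values in grey. The points follow the line (Pearson's r = 0.951), with GCA farthest above it on the log2 scale and CGG farthest below.

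The spread of dwell times was similar at both stages. The SD of log2 dwell time was 0.17 in sphere (interval 0.13 to 0.19) and 0.17 in bud (interval 0.14 to 0.20). The bud to sphere ratio of the SDs was 1.05, with an interval of 0.962 to 1.16 that included 1. The interquartile range was 1.49-fold wider in bud, which was the largest departure among the alternatives.

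Changes of single codons were small. The median log2(bud/sphere) over codons was -0.0085, with an interval of -0.025 to 0.0096 that included 0. The dwell time was lower in bud for 35 codons and higher for 26. This split became 31 lower and 30 higher after each library was divided by its geometric mean, which sets the mean log2 change to 0. Only 10 of the 61 codons changed by at least 5%. The largest rise was that of Ala-GCA, at 0.15 on the log2 scale, followed by Ala-GCG at 0.10 and Leu-UUG at 0.084. The largest falls were those of Arg-CGG at -0.13, Arg-CGA at -0.11 and Ser-AGC at -0.093. Without replicates it could not be determined whether these differences exceed the variation between libraries.

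The effect of wobble decoding, in which the third codon base forms a nonstandard pair with the anticodon, was examined in the 16 codon pairs that share an anticodon. The median log2 ratio of U-ending to C-ending codons was -0.018 in sphere (interval -0.061 to 0.022) and -0.021 in bud (interval -0.075 to 0.024). The U-ending codon had the lower dwell time in 9 pairs and the higher one in 7 pairs at both stages. Of 10000 random swaps within pairs, 4340 in sphere and 3648 in bud gave a median at least as far from 0. A difference between wobble and Watson-Crick decoded codons was therefore not detectable with these pairs. The 8 pairs with a G-starting anticodon had a median of -0.043 in sphere and -0.060 in bud. The direction changed in the 8 pairs with an A-starting anticodon, at 0.017 in sphere and 0.017 in bud. The U to C ratios of the pairs correlated between stages (Pearson's r = 0.897), and 14 of 16 pairs had the same direction at both. Tyr-UAU was faster than Tyr-UAC by the widest margin, with a log2 ratio of -0.17 in sphere and -0.22 in bud; this pair was picked after its values were seen.

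Codons ending in G or C (31 codons) were compared with those ending in A or U (30 codons), since the study relates the third base to mRNA stability. The difference in median log2 dwell time was 0.047 in sphere (interval -0.026 to 0.11) and 0.071 in bud (interval -0.058 to 0.13). Relabelled codons gave a difference at least as far from 0 in 1805 of 10000 draws for sphere and in 1048 of 10000 for bud. The bases differed within these classes. Codons ending in G had a median dwell time of 1.08 in sphere and 1.07 in bud, whereas those ending in C had medians of 1.00 and 0.990. Codons ending in U had the lowest medians, at 0.968 in sphere and 0.957 in bud, and those ending in A had medians of 1.01 and 1.02.

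Dwell times were next related to the supply of the decoding tRNA, using the authors' proportions. The 61 codons were matched to 45 distinct anticodons. Across codons, the dwell time rose with the inverse tRNA proportion of the same stage. Pearson's r was 0.549 in sphere (interval 0.298 to 0.711; Spearman's rho = 0.345) and 0.640 in bud (interval 0.426 to 0.782; Spearman's rho = 0.421). None of the 10000 permutations gave as high an r at either stage (0 permutations). Without UCG and UUG, the codons with the most extreme inverse proportions, r was 0.479 in sphere and 0.594 in bud. The rank correlation was the alternative that moved both values most. The difference in r between the stages was 0.0916, with an interval of -0.020 to 0.201 that included 0. Among synonymous codons, the deviations from the amino acid mean gave r = 0.631 in sphere and 0.637 in bud.

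**Figure D2:**
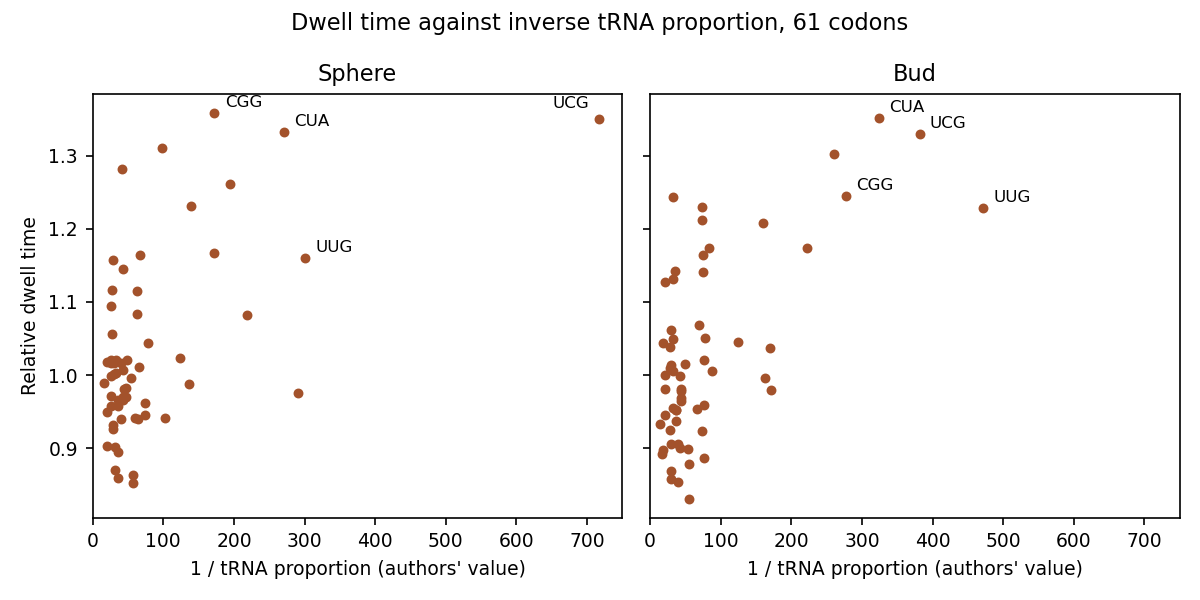
Relative dwell time (y axis, ratio) against the inverse of the authors' tRNA proportion (x axis, no unit) in sphere and bud, 1 point per sense codon. Codons read by rare tRNAs tend to have higher dwell times, with r = 0.549 in sphere and 0.640 in bud, and UCG lies farthest to the right in sphere.

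The difference in dwell time, bud minus sphere on the linear scale, was also set against the log2 change in tRNA proportion, which ranged from -0.84 to 0.91. Pearson's r was -0.280, with an interval of -0.589 to 0.0288, and Spearman's rho was -0.429. With the log2 ratio of the dwell times in its place, r was -0.301. Of 10000 permutations, 259 gave an r at least as far from 0. The relation was present between the means of the 20 amino acids (r = -0.587, interval -0.794 to -0.239). It was not seen among synonymous codons, where r was 0.0026 (interval -0.376 to 0.322). The tRNA relations formed a family of 3. Their two-sided permutation p across codons was 0.0001 in sphere and in bud, the smallest that 10000 permutations can give, and 0.026 for the changes. After Benjamini-Hochberg adjustment over the 3 relations the permutation values were 0.00015, 0.00015 and 0.026. They describe codons of these libraries, which are not independent replicates, and the bootstrap interval for the changes included 0. Permutations and bootstrap treated codons that share an anticodon, and so 1 tRNA proportion, as separate, which can make the p too small. With 1 value per anticodon, r was 0.552 in sphere, 0.669 in bud and -0.280 for the changes, without a permutation value.

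**Figure D3:**
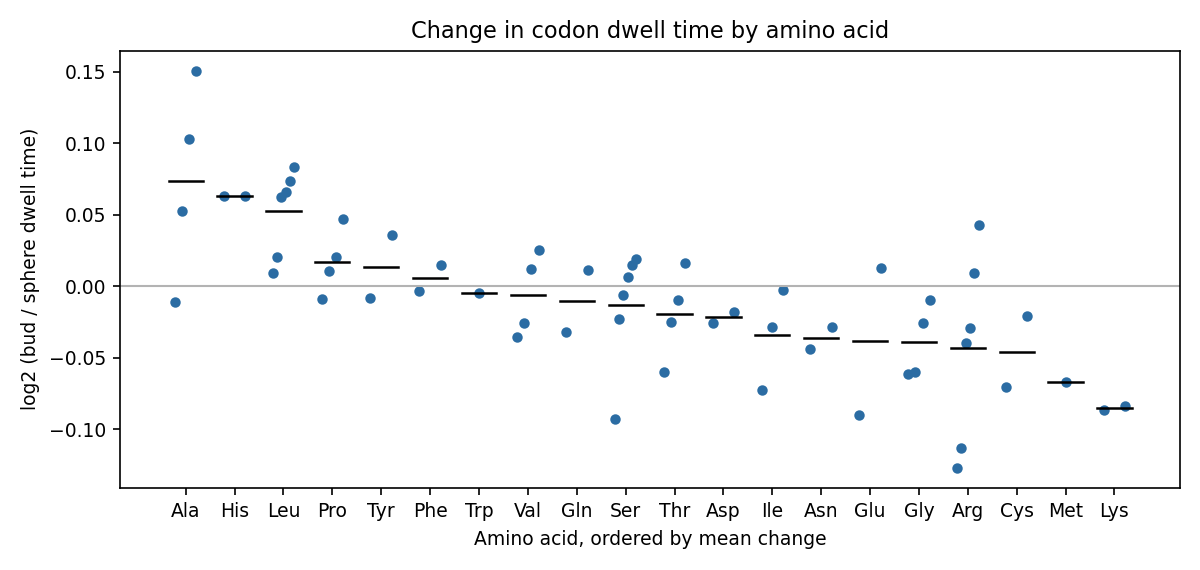
Log2 ratio of bud to sphere dwell time (y axis) for each sense codon, grouped by amino acid (x axis, ordered by mean change). Points are codons, black lines are means over the codons of an amino acid, and all 6 Leu codons lie above 0 while all 4 Gly codons lie below.

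Footprint abundance per transcript was compared to describe how far the translated mRNA population differed between the stages. The 13561 transcripts with a mean of at least 1 TPM gave Spearman's rho = 0.486 (interval 0.473 to 0.499) and Pearson's r = 0.542 on the log2(TPM + 1) scale. These correlations run across transcripts and depend on the filter. With no filter rho was 0.778, and with a mean of at least 10 TPM (7595 transcripts) it was 0.222. Of the tested transcripts, 2792 (20.6%) were at least 4-fold higher in bud and 2097 (15.5%) at least 4-fold lower. Among those, 630 of the higher ones were listed at 0 in sphere and 205 of the lower ones were listed at 0 in bud. With a pseudocount of 5 the counts dropped to 1341 higher and 1029 lower. At a mean of at least 10 TPM they were 1536 higher and 1368 lower. The median log2 ratio was -0.0067 over the transcripts tested and -0.32 over those with a mean of at least 10 TPM. Among the 143 transcripts with a mean of at least 1000 TPM, 47 were at least 4-fold higher in bud and 6 at least 4-fold lower.

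The transcript ENSDART00000187371 fell from 563 TPM in sphere to 0.486 TPM in bud, and ENSDART00000193940 had 356 TPM in sphere and was listed at 0 in bud. In the opposite direction, ENSDART00000047916 was listed at 0 in sphere and had 218 TPM in bud, and ENSDART00000144968 was listed at 0 in sphere and had 105 TPM in bud.

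Footprints were concentrated in fewer transcripts in sphere. The 10 most abundant transcripts held 19.5% of TPM in sphere and 9.96% in bud, and the 100 most abundant held 49.0% and 38.2%. A pair of entries with identical values made up 8.83% of TPM in sphere. The authors kept uniquely aligned reads, and the step that gave both entries the same value was not stated. Without this pair, the shares of the 10 most abundant were 13.8% and 9.97%, and those of the 100 most abundant were 44.3% and 38.2%. The lists of the 100 most abundant shared 58 transcripts. Of all transcripts, 13822 had a value above 0 in both libraries, 928 in sphere alone and 4069 in bud alone, and 5754 were listed at 0 in both.

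**Figure D4:**
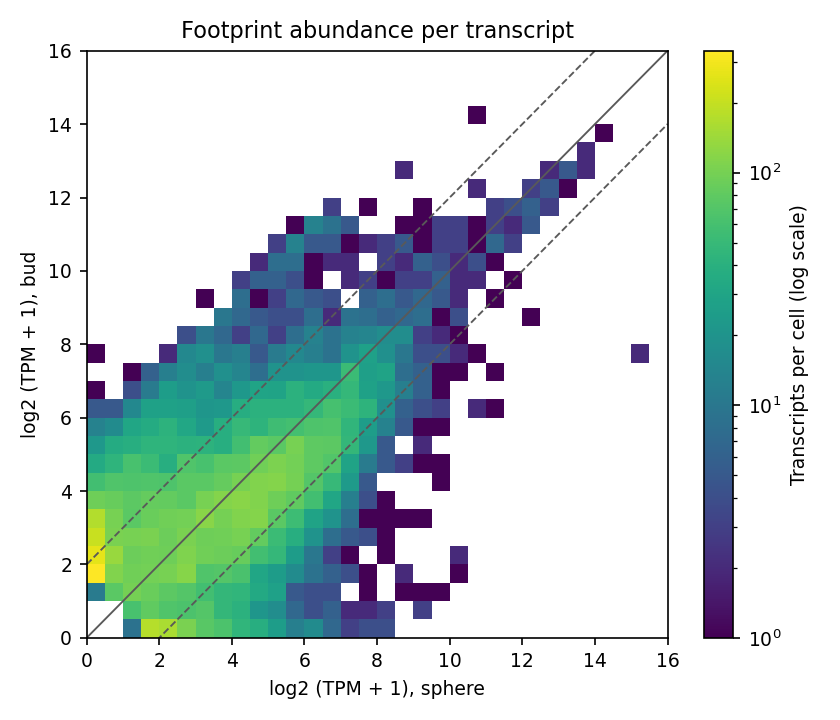
Number of transcripts (colour, log scale) by log2(TPM + 1) in sphere (x axis) and bud (y axis) for the 13561 transcripts with a mean of at least 1 TPM. The solid line marks equal values and the dashed lines a 4-fold difference, with 2792 transcripts on or above the upper line and 2097 on or below the lower one.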

Values the study reported

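The study reported a Pearson's r of 0.95 between codon dwell times at the sphere and bud stages. For the relation between dwell times and cognate tRNA levels it gave r values of 0.55 at sphere and 0.64 at bud. The change in dwell time and the change in tRNA levels had an r of −0.28. Charging of tRNAs was reported to exceed 80% for every anticodon family at sphere and at bud, without a significant difference.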

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

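The alternatives with tRNA and those on identical values were chosen after seeing the data. Values were judged against their 95% bootstrap interval over codons or transcripts, and counts and shares of TPM against a factor of 1.5. Of 39 alternatives planned before the data were examined, 3 could not move by construction and say nothing about stability. They were the pseudocount of 0.1 for the rank correlation and the removal of the filter for both counts of 4-fold changes, since such a change needs a mean above the filter. Of the other 36, 26 stayed within these limits and 10 moved. Those that stayed include divisions of dwell times by their median or geometric mean and median centring of log2 ratios, which bear little weight. Each shifts all codons or transcripts alike, and the shift was small (the median log2 ratio of transcripts was -0.0067). Of 26 added later, 25 stayed and 1 moved, but those that leave the identical pair out of bud shares bear little weight, since the pair held 0.0443% of bud TPM. Staying within a wide interval does not mean stability. The relation between the changes in dwell time and tRNA counts as stayed although it went from -0.280 to 0.0026 among synonymous codons. No paired analysis was possible because each stage had 1 library, and no library could be left out for the same reason.

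The dwell time correlation between stages stayed between 0.935 and 0.965 under its alternatives. The median change in dwell time was -0.0065 after division by the median and -0.0020 after division by the geometric mean. The interval around the reported value includes 0. Both divisions shift all codons alike, and the second sets the mean log2 change to 0. The sign of the median thus says little about stability. The ratio of spreads between the stages moved from 1.05 to 1.49 when the interquartile range replaced the SD; the cause was not tested. The wobble difference changed sign in the 8 pairs with an A-starting anticodon (0.017 in both sphere and bud) and stayed below 0 in the other alternatives, all inside the interval. The difference between G/C-ending and A/U-ending codons stayed positive, from 0.035 to 0.037 in sphere and from 0.031 to 0.038 in bud.

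The relation between dwell time and inverse tRNA proportion stayed positive under all 6 alternatives at both stages. In bud the rank correlation moved to 0.421, below the interval; the cause was not tested. The relation between the changes in dwell time and tRNA proportion stayed negative except among synonymous codons, where it was 0.0026.

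The rank correlation of footprint abundance moved to 0.778 with no filter and to 0.222 with a mean of at least 10 TPM. By construction, the first adds transcripts at or near 0 in both libraries and the second narrows the range of values. A pseudocount leaves ranks as they are, but it moved the Pearson's r of the log2 values to 0.448 at a pseudocount of 0.1. The number of transcripts at least 4-fold higher in bud moved to 1341 with a pseudocount of 5 and to 1536 with a mean of at least 10 TPM. The number at least 4-fold lower moved to 1029 and 1368 under the same settings. The larger pseudocount shrinks ratios of low transcripts, and the stricter filter tests 7595 in place of 13561 transcripts. The share of changed transcripts that were higher in bud stayed between 52.4% and 57.4%, against 57.1% as reported. The lowest share came from rescaling without the 100 most abundant transcripts of either library, which counted 3123 higher and 2839 lower. The share of TPM in the 10 most abundant sphere transcripts was 16.8% with the identical pair counted once and 13.8% without it.

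Depth limits the low transcripts of the sphere library most, since 1 sphere footprint was worth 3.64 times the TPM of 1 bud footprint. Planned comparisons that were not run were the preset gene lists, the decoding rates of transcripts and footprint-weighted codon usage, each with its alternatives.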

Other observations

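The tests in this part were chosen after the patterns had been seen, except those on the first 2 codon bases and on library preparation. Patterns are hypotheses from 1 library per stage.

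The higher r between dwell time and inverse tRNA proportion in bud (0.640, against 0.549 in sphere) was also examined with the tRNA sets of the stages exchanged. Sphere dwell times correlated better with the bud tRNA proportions (r = 0.626) than with those of their own stage (0.549). Bud dwell times set against sphere tRNA proportions gave 0.535. The r of bud dwell times exceeded that of sphere dwell times by 0.014 against the bud tRNA proportions (interval -0.081 to 0.094) and differed by -0.014 against the sphere ones (interval -0.080 to 0.060). Averaged over both tRNA sets, the r of bud minus that of sphere dwell times was -2.3e-05 (interval -0.076 to 0.076). That interval does not reach the difference between the stages, 0.0916, whereas the one against the bud tRNA proportions alone does. The difference between the stages itself has an interval that includes 0 (-0.020 to 0.201). The dwell times and the tRNA proportions therefore cannot be told apart as its source. On ranks, against bud tRNA proportions, rho was 0.373 for sphere and 0.421 for bud dwell times, and against sphere tRNA proportions it was 0.345 and 0.360. Exchanging the tRNA set moved Pearson's r by 0.0916 on average (interval -0.014 to 0.197, which includes 0). Leaving out UCG and UUG, the codons with the most extreme inverse proportions, did not remove this difference, which was then 0.136 (interval 0.0028 to 0.247). On a log scale it was 0.043 (interval -0.023 to 0.122), so a role of the inverse scale, which weights rare tRNAs most, cannot be told apart from a general difference between the tRNA sets. A candidate explanation is that the rare tRNAs in the bud set order codons more closely by dwell time at either stage. Whether that reflects biology or the precision of rare tRNA measurements stays open.

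Changes in dwell time between the stages grouped by amino acid. All 6 Leu codons and both His codons had higher dwell times in bud, as did 3 of 4 Ala codons, whereas all 4 Gly codons and all Lys, Asn, Asp, Cys and Ile codons had lower ones. Amino acids held 57.4% of the variance of the log2 change over 59 codons with a synonym, against a median of 28.9% for permuted codons, and 8 of 10000 permutations gave as large a share. By direction alone the grouping was weaker. The codons of 8 of the 18 amino acids with synonyms all moved one way, against a median of 5 after permutation, and 250 of 2000 permutations reached as many. These permutations of the variance argue against chance assignment of codons to amino acids. A linear trend with the GC content of the codon is argued against as the whole cause, since its r with the log2 change was 0.078 (interval -0.19 to 0.33). After a linear trend with the tRNA change was removed, 47.7% remained, a share reached by 219 of 10000 permutations. The relation with the tRNA change lay between amino acid means (r = -0.587) and not among synonymous codons (r = 0.0026), both for linear dwell time differences. A trend over all codons may therefore remove too little, so the tRNA change is not excluded as the cause. Grouping by the first 2 codon bases held 54.6% of the variance. Within the 7 groups of codons that share these bases but encode different amino acids (27 codons), 2676 of 10000 permutations separated the amino acids as well. A sequence preference at the A site, from nuclease, ligation or the dwell time model, thus cannot be told apart from an effect of the amino acid. Nor can a difference between the preparations of the libraries, with 1 library per stage. The study measured tRNA charging at both stages and reported no significant difference between them. Those measurements were not analysed here.

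More transcripts were listed in bud alone than in sphere alone (4069 and 928). The ratio of these numbers was 4.38. It was 3.12 above 1 TPM (1344 and 431 transcripts), 2.01 above 10 TPM (163 and 81 transcripts) and 0.917 above 50 TPM (11 and 12 transcripts). The finer TPM steps of the bud library, for which the study reports more aligned reads, may contribute where values are low. An excess remained above 10 TPM, and the worth of 1 footprint of those transcripts is not known because transcript lengths were not used. There the step size cannot be told apart from a difference between the stages, such as transcripts that appear by bud, which was not tested.

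A pair of transcripts had identical values, at 44155 TPM in sphere and 221 TPM in bud. Together they held 8.83% of all TPM in sphere and 0.0443% in bud, and they were the most abundant of the sphere library. In all, 18 sets of transcripts (40 transcripts) shared identical values above 0 in both libraries.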
